A study of Mus musculus with 8 samples. Its data were reported in "Involution of brown adipose tissue through a Syntaxin 4 dependent pyroptosis pathway" (2024).

How the data were processed

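Brown adipose tissue of 4 male Ucp1-STX4KO mice and 4 male littermate controls, called wild-type (WT), was profiled by bulk RNA sequencing, 1 library per mouse. The study describes its WT controls as carriers of Ucp1-Cre alone or of the floxed Stx4a alleles alone. Per the labels, total RNA was isolated with Trizol and RNeasy columns, and mRNA was captured on poly-T beads and made into libraries with a NEB method. According to the methods of the study, libraries were polyA-selected and strand-specific, were sequenced on an Illumina NovaSeq instrument, and reads were aligned to mm10 with STAR. The deposited values are raw read counts per gene made by the authors, with no normalization and no pooling of libraries. The counting tool, its strand setting, the annotation release and the versions of the upstream tools are not given in the sources used here. Reads of genes that overlap on opposite strands, or of near-identical copies, are therefore treated as uncertain, and a partner that holds an appreciable share of a named gene's counts is named with it, except for an item that is not reported here.

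The table held 35275 genes, of which 12491 had 0 counts in all libraries. Library totals ranged from 29585479 to 36023089 counts. Gene symbols were taken from GENCODE M21 by gene identifier for 34490 genes, while 785 had no match, and 142 symbols occurred more than once. Coordinates are those of the deposited table on mm10. Groups and replicate numbers came from the sample labels. Libraries of the same group correlated at 0.965 to 0.989 over genes in log2 CPM, and their counts differed by 15.8 to 153 in chi-square per degree of freedom, so that no library was a copy of another.

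Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 14707 genes, and libraries were scaled by TMM. The quasi-likelihood test (glmQLFit with robust estimation, and glmQLFTest) compared KO with WT over the 8 libraries with group as the only term. P values are two-sided and were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are counts scaled to TMM library sizes, and errors are SD over 4 libraries. The biological coefficient of variation was 20.5%. For Stx4a an exact permutation test of log2 CPM was added.

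In all 39 gene lists, 25 on functions and 14 on markers of cell types and other tissues, were set before the data were examined, as were the tests, the alternatives and the rule for named genes. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over all lists, and again with an estimated correlation and with fry. A list score is the mean log2 CPM of its members in a library. The rule named the target, Ucp1, Adipoq and 10 genes of inflammation and pyroptosis, the macrophage marker Adgre1 among them. It also named the 2 tested members of each functional list and the 1 of each marker list with the smallest p. To these came the 6 largest rises and 6 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups. A gene named by more than 1 part counted under each, and of the 86 genes so named 85 were tested.

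The alternatives were median-ratio size factors, upper-quartile scaling, leaving out genes of the mitochondrial genome, DESeq2 1.42.0 (gene tests only), limma-voom, no filter beyond 1 count, a filter of 1 CPM in 4 libraries, the replicate number as a block, and leaving out each library in turn. Leaving out both WT library 1 and KO library 3, and adding a skeletal muscle score as a covariate, were chosen after the data were seen. Single values in a group of 4 were checked with Dixon's ratio at 0.829, on log2 CPM with 0.5 added. The edgeR test was tested on simulated data of 14533 genes with 200 changed genes in 4 against 4 libraries. It called 98% of genes lowered 4-fold, 80% of those lowered 2-fold, 82% of those raised 2-fold and 100% of those raised 4-fold. Of its calls, 3.23% were unchanged genes. The changed genes had a mean of at least 1 CPM, and no library was made to stand apart. These shares therefore do not cover smaller changes, genes of lower counts or outlying libraries. Camera called the raised list and 0 of 39 unchanged lists in that simulation. Its genes were drawn independently, whereas correlations estimated within the real lists reached 0.86. It therefore does not show how often camera calls unchanged lists in the real data. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.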

Results

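Messenger RNA of brown adipose tissue, the heat-producing fat depot rich in mitochondria, was sequenced from 4 Ucp1-STX4KO (KO) and 4 wild-type (WT) male mice. In KO mice the Cre recombinase, driven by the promoter of the brown adipocyte gene Ucp1, deletes the floxed gene of syntaxin 4 (Stx4a), a plasma membrane SNARE protein of vesicle fusion. The comparison asked how the transcriptome of the tissue differs when brown adipocytes lack this protein. The deposited table held 29585479 to 36023089 counts per library, and 14707 genes passed the filter on low counts. Genes of the mitochondrial genome took 18.9% ± 1.07 of the counts in WT and 18.2% ± 2.13 in KO (SD, n = 4). Expression is given as CPM, the counts scaled to library size, in mean ± SD of 4 libraries. Log2 fold changes are KO over WT with their standard error. The first principal component held 44.5% of the variance and parted the 2 genotypes, with KO library 3 at 63.3 and the other KO libraries between 12.4 and 25.9. WT library 1 lay apart on the second component, at 43.9. Transcripts of 11 skeletal muscle genes summed to 123, 279.6 and 65.1 CPM in WT libraries 1, 3 and 4, and to between 3.40 and 18.9 CPM in WT library 2 and the KO libraries.

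The targeted gene was examined first. Stx4a (ENSMUSG00000030805), on chromosome 7 from 127824294 to 127849019 of mm10 on the plus strand, measured 44.7, 61.9, 64.1 and 58.1 CPM in WT libraries 1 to 4, and 36.0, 24.5, 46.9 and 33.4 CPM in KO libraries 1 to 4. The groups averaged 57.2 ± 8.69 CPM in WT and 35.2 ± 9.23 CPM in KO (SD, n = 4), and KO library 3 lay above WT library 1. The log2 fold change was -0.70 ± 0.19, which is a level 38.5% lower in KO. With adjusted p = 0.0512 over all genes in edgeR's quasi-likelihood test, it missed the threshold of 0.05. The unadjusted p of that test, for this target set in advance, was 0.0035. The exact two-sided permutation test of log2 CPM gave p = 0.057, where 0.029 is the smallest value that 4 against 4 libraries allow. Stx4a passed the threshold with median-ratio size factors (adjusted p = 0.0494), in DESeq2 (0.0067), and without WT library 1 (0.044) or KO library 3 (0.012). Over all alternatives its adjusted p ranged from 0.0024 to 0.18. The counts cover the whole gene and whole tissue, so transcripts from exons outside the deletion and from cells without Cre are included.

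Across the transcriptome, 627 genes were higher and 351 lower in KO at an adjusted p under 0.05, of which 415 and 85 differed at least 2-fold. The largest rises without overlap between the groups were of Clec4d, a C-type lectin receptor of myeloid cells (0.246 ± 0.120 CPM in WT and 7.51 ± 8.71 CPM in KO), and Gdf15, a stress-induced secreted cytokine (0.178 ± 0.111 CPM in WT and 4.26 ± 3.83 CPM in KO). They were followed by Mmp12, the macrophage elastase (2.55 ± 3.26 CPM in WT and 54.6 ± 49.5 CPM in KO), and Cited1, a transcriptional coregulator (0.258 ± 0.0688 CPM in WT and 4.49 ± 3.75 CPM in KO). Next were Mb, the oxygen-binding protein myoglobin (2.49 ± 1.60 CPM in WT and 41.7 ± 11.0 CPM in KO), and Stac2 (0.311 ± 0.251 CPM in WT and 5.02 ± 3.96 CPM in KO). Their log2 fold changes were 4.89, 4.53, 4.39, 4.10, 4.06 and 3.99, with adjusted p between 0.0024 and 0.0455. Leaving out single libraries moved Clec4d between 3.65 and 5.16, Gdf15 between 3.69 and 5.05, and Mmp12 between 3.54 and 5.76. The order of these rises is therefore not firm. Mb overlaps Apol6 on the opposite strand, whose log2 fold change was 0.64, and whether counting used strand is not given in the sources used here. The largest falls were of Ube2ql1 (2.64 ± 1.91 CPM in WT and 0.226 ± 0.121 CPM in KO) and Col6a6, a collagen VI chain (2.91 ± 1.12 CPM in WT and 0.270 ± 0.188 CPM in KO). After them came Il17re, an interleukin-17 receptor chain (9.99 ± 2.06 CPM in WT and 1.03 ± 0.476 CPM in KO), and Sh3gl3, an endophilin (2.03 ± 0.307 CPM in WT and 0.262 ± 0.187 CPM in KO). The remainder were Erbb4, a neuregulin receptor (5.06 ± 0.750 CPM in WT and 0.664 ± 0.285 CPM in KO), and Myo5c, an unconventional myosin (56.6 ± 4.71 CPM in WT and 8.06 ± 4.83 CPM in KO). Their log2 fold changes were -3.51, -3.41, -3.26, -2.95, -2.92 and -2.81, with adjusted p between 7.99e-04 and 0.013. With single libraries left out in turn, 9 of these 12 genes were under 0.05 each time. Clec4d lost its call without WT library 4 (adjusted p up to 0.056), Stac2 without WT library 4 (adjusted p up to 0.0541), and Mmp12 in each test but the ones without WT library 2 or KO library 2 (adjusted p up to 0.14). Without KO library 3 the counts of changed genes were 585 genes higher and 345 lower. The counts fell by more than 1.5 times without WT libraries 1, 2, 3 or 4 or KO libraries 1 or 4, to the fewest, 151 and 107, without WT library 4. Without KO library 2 they were 889 and 652. DESeq2 called 1159 genes higher and 765 lower. With a score of skeletal muscle genes as a covariate, added after the data were seen, 94 and 55 passed.

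**Figure D1:**
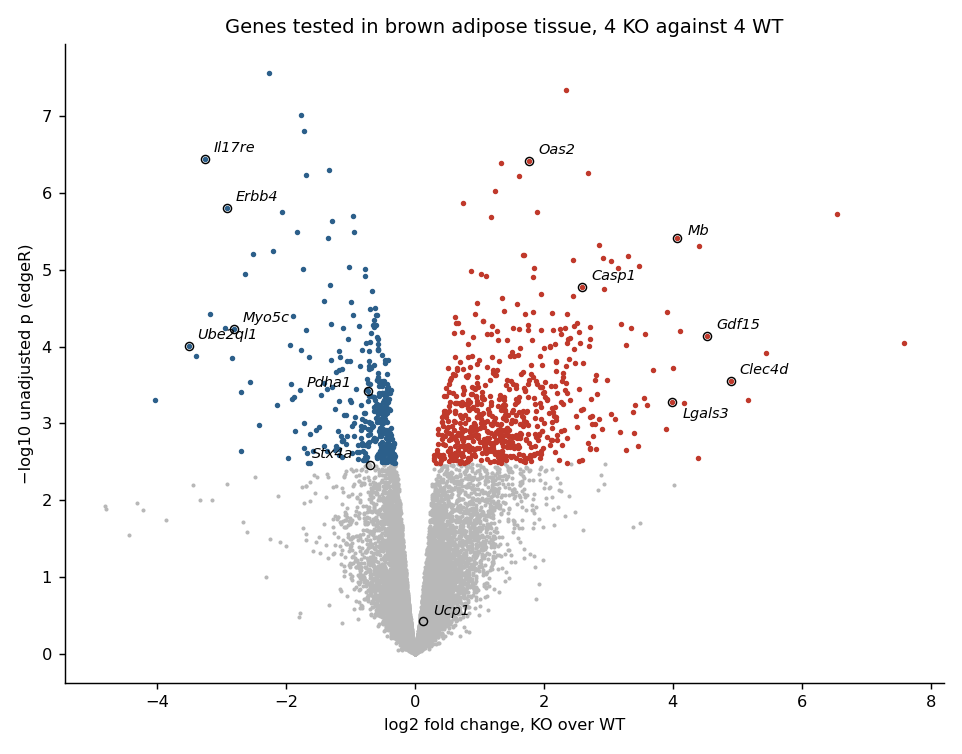
Each point is one of the 14707 genes tested, by its log2 fold change, KO over WT, on the horizontal axis and the −log10 of its unadjusted p in edgeR's test on the vertical axis. Red points are the 627 genes higher and blue points the 351 genes lower in KO at an adjusted p under 0.05, and grey points are the rest, which include Stx4a at -0.70 and Ucp1 at 0.12.

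The mRNA of Ucp1, the uncoupling protein that makes brown adipocytes produce heat, was not detectably different in KO. Ucp1 (ENSMUSG00000031710, chromosome 8 from 83290348 to 83298456 on the plus strand) measured 5642 ± 236 CPM in WT and 6115 ± 1022 CPM in KO (SD, n = 4). Its log2 fold change was 0.12 ± 0.12 with adjusted p = 0.62, and 2 standard errors either side span -0.13 to 0.36. Adiponectin (Adipoq) measured 902 ± 92.1 CPM in WT and 1069 ± 209 CPM in KO (log2 fold change 0.25 ± 0.14, adjusted p = 0.33). Of 23 brown adipocyte and thermogenic genes, 1 rose, and none did adjusted over the list alone. The riser was Gk, glycerol kinase, at log2 fold change 0.55 ± 0.14, adjusted p = 0.0447. In this list 7 genes were at an unadjusted p under 0.05, of which Gk and Bmp8b (2.60) were higher. Otop1, Esrrg (-0.78), Mpzl2 (-0.29), Ebf2 (-0.45) and Cidea (-0.24) were lower. DESeq2 called 2 genes of the list and limma-voom 1. Otop1, a proton channel of brown fat, was at -0.37, adjusted p = 0.12. The thermogenic median of -0.06 had camera adjusted p = 0.36. The mean, at 0.08, had the opposite sign. Of 20 general adipocyte genes, 3 rose, and 4 rose adjusted over the list alone. They included the lipoprotein lipase gene Lpl, which macrophages also express (log2 fold change 0.53 ± 0.11, adjusted p = 0.024). The adipsin gene Cfd rose at 0.98, adjusted p = 0.032. The adipocyte median of 0.01 had camera adjusted p = 0.36. Of 9 white adipocyte genes, 2 rose, and 3 rose adjusted over the list alone. The resistin gene Retn was at 2.31, adjusted p = 0.030. The amino acid transporter gene Slc7a10, which overlaps Lrp3 on the opposite strand, was at 2.09, adjusted p = 0.038. The white adipocyte median of 1.03 had camera adjusted p = 0.0053, and adjusted p = 0.43 with an estimated correlation. Without KO library 3 this list's median was 0.22 and its camera adjusted p 0.056. Of 21 lipid synthesis genes, 2 fell and 1 rose, and 4 fell and 1 rose adjusted over the list alone. Acaca, acetyl-CoA carboxylase, fell from 3301 ± 521 to 1969.6 ± 273 CPM (log2 fold change -0.75 ± 0.14, adjusted p = 0.018). Gpat3, a glycerol-3-phosphate acyltransferase, rose at 1.50, adjusted p = 0.024. The lipid synthesis median of -0.04 had camera adjusted p = 0.18. This median ranged from -0.33 to 0.020 with single libraries left out. The list passed in 3 of 19 alternatives (camera adjusted p down to 7.22e-04). With single libraries left out in turn, Acaca was under 0.05 each time. Gk lost its call in each test but the ones without WT library 1 or KO library 3 (adjusted p up to 0.12), Lpl in each test but the ones without WT library 1 or KO libraries 2 or 3 (adjusted p up to 0.077), and Cfd in each test but the ones without WT library 2 or KO libraries 2 or 4 (adjusted p up to 0.093). Retn lost its call without WT libraries 3 or 4 or KO library 1 (adjusted p up to 0.084), Slc7a10 in each test but the ones without WT library 1 or KO libraries 2 or 4 (adjusted p up to 0.12), and Gpat3 without WT libraries 3 or 4 or KO libraries 1 or 3 (adjusted p up to 0.071).

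**Figure D2:**
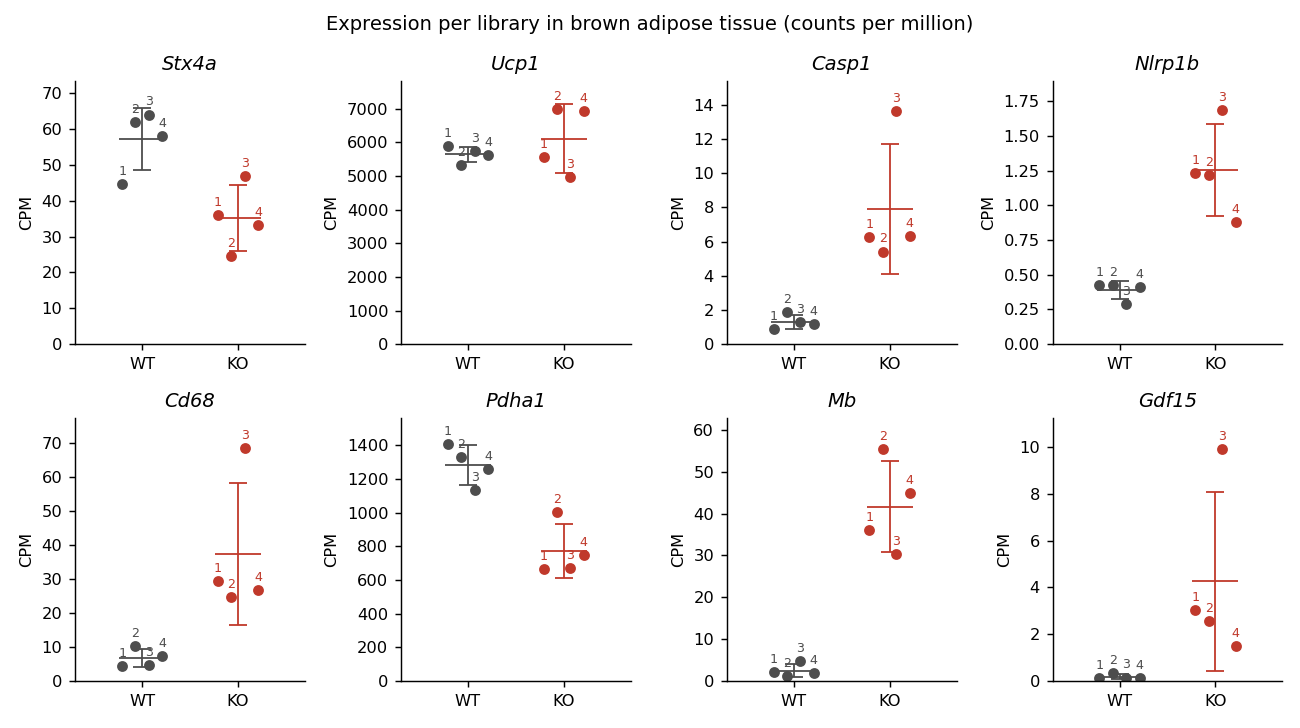
CPM of 8 genes in each library, with the replicate number above each point, a horizontal bar at the mean of 4 libraries and whiskers of 1 SD. Ucp1 overlapped between WT and KO and Stx4a overlapped through WT library 1 and KO library 3, whereas Casp1, Nlrp1b, Cd68, Mb and Gdf15 were higher and Pdha1 lower in each KO library than in any WT library.

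Genes of mitochondrial fuel oxidation were lower in KO by modest amounts. Of 19 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 4 fell, and 12 fell adjusted over the list alone. Pdha1 (ENSMUSG00000031299, chromosome X from 160122209 to 160138413 on the minus strand), a subunit of pyruvate dehydrogenase, went from 1283 ± 117 CPM in WT to 772 ± 159 CPM in KO (log2 fold change -0.73 ± 0.14, adjusted p = 0.019). Suclg2, a succinyl-CoA ligase subunit, fell at -0.57, adjusted p = 0.011. The tricarboxylic acid cycle median of -0.37 had camera adjusted p = 2.53e-08, and adjusted p = 0.39 with an estimated correlation. Of 28 fatty acid oxidation genes, 7 fell, and 15 fell and 2 rose adjusted over the list alone. The thiolase gene Acaa2 measured 2146 ± 21.7 CPM in WT and 1419.7 ± 103 CPM in KO (log2 fold change -0.60 ± 0.0877, adjusted p = 0.0082). Hadh, a 3-hydroxyacyl-CoA dehydrogenase, fell at -0.42, adjusted p = 0.022. The fatty acid oxidation median of -0.26 had camera adjusted p = 5.46e-07, and adjusted p = 0.39 with an estimated correlation. Of 76 nuclear-encoded subunits of the respiratory chain and ATP synthase, 5 fell and 1 rose, and 22 fell and 2 rose adjusted over the list alone. In this list 69 log2 fold changes were below 0. The complex I subunits Ndufs1 and Ndufb8 fell, at -0.54, adjusted p = 0.018 and -0.43, adjusted p = 0.021. Ndufs1 overlaps Eef1b2, at 0.25, on the opposite strand. The respiratory chain median of -0.16 had camera adjusted p = 6.71e-07, and adjusted p = 0.52 with an estimated correlation. Of 22 branched-chain amino acid catabolism genes, 1 fell, and 8 fell and 1 rose adjusted over the list alone. Acad8 was the one called (-0.33, adjusted p = 0.043), and Aldh6a1 was at -0.48, adjusted p = 0.0509. The branched-chain amino acid median of -0.20 had camera adjusted p = 0.0019, and adjusted p = 0.60 with an estimated correlation. Of 13 protein-coding genes of the mitochondrial genome, none passed over all genes in edgeR, 1 were at an unadjusted p under 0.05, and 1 were called by DESeq2 and 0 by limma-voom. In WT, mt-Co1 measured 59755 CPM but mt-Co2, mt-Co3, mt-Atp6 and mt-Nd3 only 492, 374, 357 and 135 CPM. Counts of these low genes are uncertain, since near-identical copies may share their reads. The genes mt-Nd6 and mt-Nd5, which overlap on opposite strands, were at -0.32, adjusted p = 0.080 and -0.34, adjusted p = 0.26. The mitochondrial genome median of -0.07 had camera adjusted p = 0.13. It ranged from -0.17 to -0.028 with single libraries left out. The list passed in 2 of 18 alternatives (camera adjusted p down to 0.027). Of 25 genes of mitochondrial dynamics and turnover, none passed over all genes in edgeR, 8 were at an unadjusted p under 0.05, and 3 were called by DESeq2 and 0 by limma-voom. Chchd3 was at -0.26, adjusted p = 0.071 and Opa1 at -0.44, adjusted p = 0.087. The mitochondrial dynamics median of -0.12 had camera adjusted p = 0.0093, and adjusted p = 0.56 with an estimated correlation. Of 77 mitochondrial ribosomal protein genes, 1 fell, also adjusted over the list alone. Mrpl16 was called (-0.39, adjusted p = 0.020), and Mrps31 was at -0.36, adjusted p = 0.059. The mitochondrial ribosome median of -0.05 had camera adjusted p = 0.033, and adjusted p = 0.71 with an estimated correlation. The mitochondrial ribosome median became -0.088 without WT library 4 and -0.017 without KO library 1. Of 22 glucose uptake and glycolysis genes, 1 rose and 1 fell, also adjusted over the list alone. Hexokinase 1 (Hk1) rose from 34.9 ± 4.85 to 105 ± 33.5 CPM (log2 fold change 1.59 ± 0.22, adjusted p = 0.0071). Pfkm, the muscle-type phosphofructokinase, which overlaps Senp1 (-0.13) on the opposite strand, fell at -0.43, adjusted p = 0.037. The glycolysis median of -0.10 had camera adjusted p = 0.71. The mean of that list was 0.04, opposite in sign to its median. Acaa2, Suclg2 and Hk1 were under 0.05 with each library left out in turn. Pdha1 lost its call without WT library 4 or KO libraries 1 or 4 (adjusted p up to 0.056), Hadh without WT libraries 3 or 4 or KO libraries 1 or 4 (adjusted p up to 0.069), and Ndufs1 without WT libraries 3 or 4 (adjusted p up to 0.0524). Ndufb8 lost its call without WT libraries 2 or 3 or KO libraries 1 or 4 (adjusted p up to 0.068), Acad8 in each test but the one without KO library 2 (adjusted p up to 0.11), and Mrpl16 without WT library 3 or KO libraries 1 or 4 (adjusted p up to 0.059). Pfkm lost its call in each test but the one without KO library 2 (adjusted p up to 0.10). The mitochondrial dynamics list lost its camera call without WT library 1 (adjusted p up to 0.062) and the mitochondrial ribosome list without WT libraries 1 or 3 or KO libraries 1 or 2 (adjusted p up to 0.23).

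Inflammasome genes were higher in KO. Casp1 (ENSMUSG00000025888, chromosome 9 from 5298517 to 5307265 on the plus strand), the caspase that processes interleukin-1 family cytokines and gasdermin D, rose 6.04-fold. It went from 1.30 ± 0.408 CPM in WT to 7.92 ± 3.83 CPM in KO (log2 fold change 2.59 ± 0.34, adjusted p = 0.0052). Nlrp1b, an inflammasome sensor with close paralogs that can share its reads, rose 3.20-fold (0.390 ± 0.0661 CPM in WT and 1.25 ± 0.331 CPM in KO; log2 fold change 1.68 ± 0.30, adjusted p = 0.016). Zbp1, a sensor of Z-form nucleic acids, rose 3.36-fold (log2 fold change 1.75 ± 0.27, adjusted p = 0.0090). Of 27 inflammasome and pyroptosis genes tested, 6 rose, and 19 rose adjusted over the list alone. The pyroptosis median of 0.96 had camera adjusted p = 2.09e-09, and adjusted p = 0.39 with an estimated correlation. Several members of this list were named by the study from these libraries, so its direction is not independent evidence. The threshold was missed by Casp4, the murine caspase-11 (1.18, adjusted p = 0.062), Il18 (1.29, adjusted p = 0.057), and Aim2, which overlaps Cadm3 on the opposite strand (1.01, adjusted p = 0.10). It was also missed by the pore-forming gasdermin D gene Gsdmd (0.57, adjusted p = 0.11), Il1b, which overlaps Il1bos on the opposite strand (0.95, adjusted p = 0.39), and Tnf (0.76, adjusted p = 0.44). Nlrp3 had 4 to 18 counts in each library and was not tested. With each library left out in turn Casp1 and Zbp1 were under 0.05. Nlrp1b lost its call without WT library 3 (adjusted p up to 0.0526). The macrophage marker Cd68 measured 6.68 ± 2.63 CPM in WT and 37.4 ± 20.8 CPM in KO. Adgre1, which encodes the macrophage antigen F4/80, measured 5.77 ± 2.03 CPM in WT and 14.0 ± 8.16 CPM in KO (1.28, adjusted p = 0.076). KO library 3 had the highest values, 13.6 CPM of Casp1 and 68.6 CPM of Cd68. Without it the log2 fold change of Casp1 was 2.20 (adjusted p = 0.0010).

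Inflammatory and interferon-stimulated genes were higher in KO. KO library 3 had the highest score of the inflammatory list, 3.09 mean log2 CPM against 1.99 to 2.11 in the other KO libraries. Of 29 cytokine, chemokine and NF-kappaB target genes, 7 rose, and 12 rose adjusted over the list alone. Among them were the chemokine Ccl3 at 2.97, adjusted p = 0.018 and the adhesion molecule Vcam1 at 1.04, adjusted p = 0.021. The inflammatory median of 0.71 had camera adjusted p = 8.84e-07, and adjusted p = 0.43 with an estimated correlation. The inflammatory median became 0.38 without KO library 3. Of 30 interferon-stimulated genes, 8 rose, and 11 rose adjusted over the list alone. Oas2, an oligoadenylate synthetase, went from 4.31 ± 0.671 to 14.7 ± 2.15 CPM (log2 fold change 1.77 ± 0.16, adjusted p = 7.99e-04). Usp18, which removes ISG15 from proteins, rose 3.69-fold (log2 fold change 1.88 ± 0.20, adjusted p = 0.0016). The interferon median of 0.49 had camera adjusted p = 1.16e-11, and adjusted p = 0.39 with an estimated correlation. Of 20 antigen presentation genes, 1 rose, also adjusted over the list alone. It was the MHC class I regulator Nlrc5 (0.62, adjusted p = 0.034), and B2m was at 0.95, adjusted p = 0.11. The antigen presentation median of 0.29 had camera adjusted p = 0.0053, and adjusted p = 0.66 with an estimated correlation. The antigen presentation median became 0.48 without WT library 2 and 0.18 without KO library 3. Of 28 apoptosis, necroptosis and p53 target genes, 5 rose, and 5 rose and 1 fell adjusted over the list alone. They included the pro-apoptotic genes Pmaip1 (1.99, adjusted p = 0.020) and Bax (0.62, adjusted p = 0.024). The cell death median of 0.16 had camera adjusted p = 0.073. It ranged from 0.044 to 0.22 with single libraries left out. The list passed in 2 of 19 alternatives (camera adjusted p down to 0.038). Oas2 and Usp18 were under 0.05 with each library left out in turn. Ccl3 lost its call without WT libraries 3 or 4 (adjusted p up to 0.056), Vcam1 without WT libraries 3 or 4 (adjusted p up to 0.060), and Nlrc5 in each test but the ones without KO libraries 2, 3 or 4 (adjusted p up to 0.10). Pmaip1 lost its call without WT libraries 3 or 4 (adjusted p up to 0.058) and Bax without WT libraries 2 or 4 or KO libraries 1 or 4 (adjusted p up to 0.063). Without KO library 3 the antigen presentation list lost its camera call (adjusted p = 0.26).

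Stress response genes changed in part. Of 37 oxidative stress response genes, 4 rose, and 6 rose adjusted over the list alone. Smallest in p were Ucp2, a mitochondrial carrier also found in immune cells (53.3 ± 11.5 CPM in WT and 115 ± 5.63 CPM in KO; log2 fold change 1.11 ± 0.14, adjusted p = 0.0040), and Cyba (1.96, adjusted p = 0.031). The latter encodes a subunit of the phagocyte NADPH oxidase, which generates rather than removes reactive oxygen. The oxidative stress median of 0.07 had camera adjusted p = 0.041, and adjusted p = 0.67 with an estimated correlation. The oxidative stress median became 0.13 without WT library 1, 0.15 without KO library 2, and 0.011 without KO library 3. This call was lost without KO library 3 (0.25), WT library 3 (0.075) or WT library 4 (0.15). Of 27 integrated and mitochondrial stress response genes, 5 rose, and 7 rose adjusted over the list alone. They included Gdf15 (log2 fold change 4.53 ± 0.69, adjusted p = 0.0097) and Psat1, of serine synthesis (1.85, adjusted p = 0.021). The integrated stress response median of 0.12 had camera adjusted p = 0.0053, and adjusted p = 0.40 with an estimated correlation. Of 20 endoplasmic reticulum chaperone genes, 1 rose, and 3 rose and 2 fell adjusted over the list alone. The one called was Sdf2l1 (1.51, adjusted p = 0.024), and Manf was at 0.47, adjusted p = 0.059. Manf overlaps Dcaf1 on the opposite strand and Rbm15b on the same one. The chaperone median of 0.09 had camera adjusted p = 0.28. Of 29 SNARE and exocytosis genes, 2 rose, and 2 rose and 1 fell adjusted over the list alone. Doc2b, a calcium sensor of exocytosis that overlaps Gm12339 on the opposite strand, measured 0.315 ± 0.0638 CPM in WT and 1.58 ± 0.661 CPM in KO (log2 fold change 2.32 ± 0.36, adjusted p = 0.0090), and Stx2, syntaxin 2, was at 0.49, adjusted p = 0.031. Stx4a was the member lower by that narrower adjustment. The exocytosis median of 0.01 had camera adjusted p = 0.71. Ucp2, Gdf15 and Doc2b were under 0.05 with each library left out in turn. Cyba lost its call without WT libraries 1, 3 or 4 or KO library 1 (adjusted p up to 0.084), Psat1 without WT libraries 3 or 4 or KO library 1 (adjusted p up to 0.063), and Sdf2l1 without WT libraries 2, 3 or 4 (adjusted p up to 0.069). Stx2 lost its call in each test but the ones without KO libraries 2 or 3 (adjusted p up to 0.081).

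**Figure D3:**
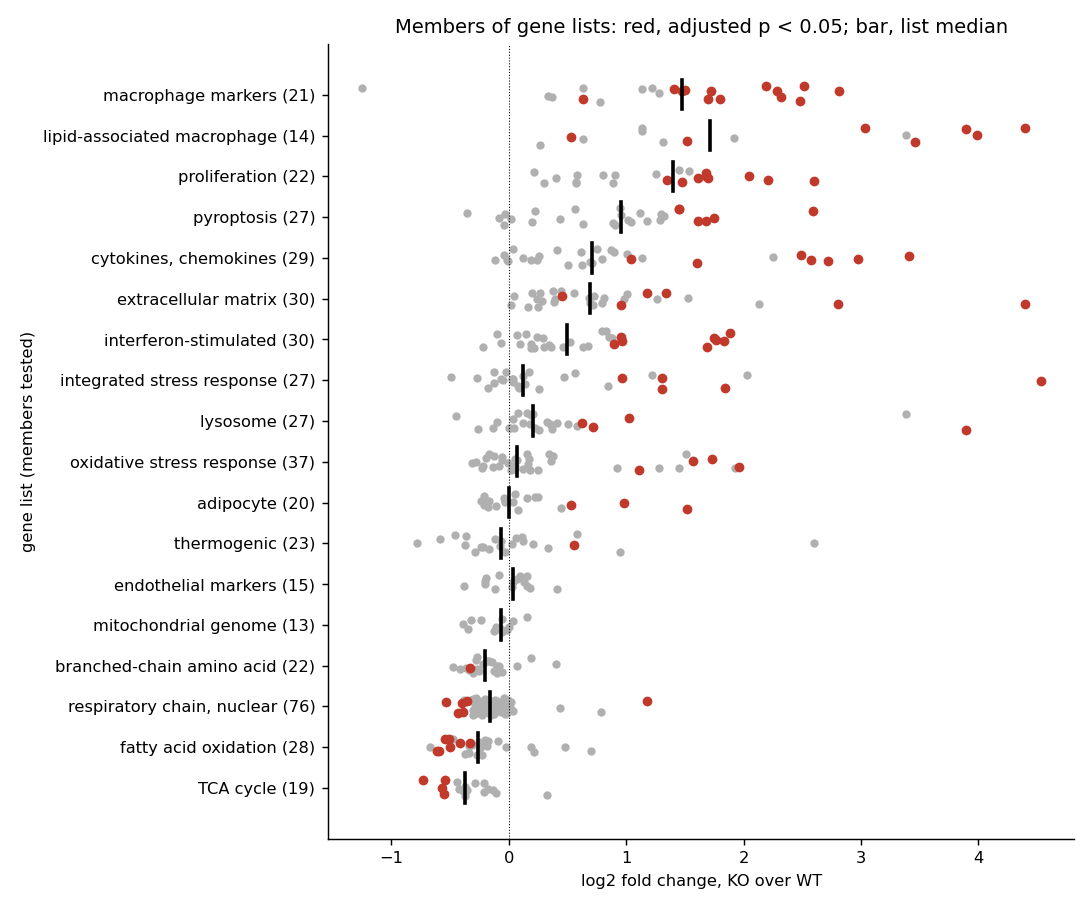
Log2 fold change, KO over WT, of the members of 18 gene lists, 1 point per gene tested, red where the adjusted p was under 0.05. Black bars mark list medians, which run from 1.72 for lipid-associated macrophage genes (2.83 without WT library 2) to -0.37 for the tricarboxylic acid cycle, with the thermogenic list at -0.06 and endothelial markers at 0.03.

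Macrophage genes were higher in KO tissue. KO library 3 had the highest macrophage score, 4.92 mean log2 CPM against 3.50 to 3.61 in the other KO libraries and 2.28 to 3.15 in WT. Of 21 macrophage genes, 13 rose, and 17 rose and 1 fell adjusted over the list alone. Cd68 was at log2 fold change 2.48 ± 0.40, adjusted p = 0.014. The macrophage median of 1.48 had camera adjusted p = 2.23e-12, and adjusted p = 0.39 with an estimated correlation. Of 14 genes of lipid-associated macrophages, 7 rose, and 12 rose adjusted over the list alone. Galectin-3 (Lgals3) went from 10.3 ± 7.81 to 163 ± 138 CPM (log2 fold change 3.99 ± 0.72, adjusted p = 0.022). The lipid-associated macrophage median of 1.72 had camera adjusted p = 1.79e-10, and adjusted p = 0.39 with an estimated correlation. The lipid-associated macrophage median became 2.83 without WT library 2. Of 10 neutrophil and mast cell genes, 1 rose, and 8 rose adjusted over the list alone. Over all genes it was the mast cell protease Mcpt4 (2.35, adjusted p = 0.0499), whose log2 fold change was 1.36 without KO library 3. At an unadjusted p under 0.05 were 8 genes of this list, and DESeq2 called 7 and limma-voom 1. The neutrophil and mast cell median of 1.58 had camera adjusted p = 9.56e-05, and adjusted p = 0.39 with an estimated correlation. Of 19 T and NK cell genes, 1 rose, also adjusted over the list alone. This was the interleukin-7 receptor Il7r (2.79, adjusted p = 0.018). The T and NK cell median of 0.73 had camera adjusted p = 0.0025, and adjusted p = 0.60 with an estimated correlation. The T and NK cell median became 0.29 without KO library 3. Without KO library 3 that list had camera adjusted p = 0.11. Of 9 B and plasma cell genes, none passed over all genes in edgeR, 4 were at an unadjusted p under 0.05, and 3 were called by DESeq2 and 1 by limma-voom. Adjusted over the list alone, 3 rose among these 9. Ighm, the immunoglobulin heavy chain mu, was at 1.30, adjusted p = 0.0544. The B and plasma cell median of 0.73 had camera adjusted p = 0.0077, and adjusted p = 0.39 with an estimated correlation. The B and plasma cell median became 0.41 without WT library 1, 0.40 without WT library 4, and 0.40 without KO library 4. Of 9 dendritic cell genes, none passed over all genes in edgeR, 0 were at an unadjusted p under 0.05, and 0 were called by DESeq2 and 0 by limma-voom. Clec10a was at 0.47, adjusted p = 0.25. The dendritic cell median of 0.34 had camera adjusted p = 0.26. Of 22 cell cycle genes, 9 rose, and 20 rose adjusted over the list alone. The proliferation marker Mki67 rose 3.20-fold (2.25 ± 0.436 CPM in WT and 7.21 ± 1.31 CPM in KO; log2 fold change 1.68 ± 0.20, adjusted p = 0.0031), and Birc5 rose at 2.21, adjusted p = 0.020. The cell cycle median of 1.40 had camera adjusted p = 9.77e-14, and adjusted p = 0.39 with an estimated correlation. Of 27 lysosome and autophagy genes, 4 rose, and 7 rose adjusted over the list alone. Among them were cathepsin Z (Ctsz, 1.02, adjusted p = 0.0039), which overlaps Nelfcd on the opposite strand, and progranulin (Grn, 0.72, adjusted p = 0.0092). The lysosome median of 0.21 had camera adjusted p = 1.88e-04, and adjusted p = 0.43 with an estimated correlation. The lysosome median became 0.13 without KO library 3. Cd68, Mki67, Ctsz and Grn were under 0.05 with each library left out in turn. Lgals3 lost its call without WT libraries 3 or 4 (adjusted p up to 0.069), Mcpt4 in each test but the ones without KO libraries 1, 2 or 3 (adjusted p up to 0.13), and Il7r without WT libraries 3 or 4 (adjusted p up to 0.0534). Birc5 lost its call without WT library 3 (adjusted p up to 0.0514).

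Extracellular matrix and fibroblast genes were higher in KO, while no endothelial marker passed the test. Of 30 extracellular matrix genes, 6 rose, and 14 rose adjusted over the list alone. The log2 fold change was above 0 for 30 of them. Col1a1, a chain of type I collagen, rose 2.26-fold (log2 fold change 1.18 ± 0.25, adjusted p = 0.028). Loxl1, which cross-links elastin, rose 1.94-fold (log2 fold change 0.95 ± 0.13, adjusted p = 0.0071). The extracellular matrix median of 0.69 had camera adjusted p = 1.07e-09, and adjusted p = 0.39 with an estimated correlation. Of 17 fibroblast and adipose progenitor genes, 3 rose, and 10 rose and 1 fell adjusted over the list alone. The progenitor receptor Pdgfra was at 0.86, adjusted p = 0.031. The fibroblast median of 0.72 had camera adjusted p = 4.97e-05, and adjusted p = 0.44 with an estimated correlation. The fibroblast median became 0.42 without KO library 3. Of 15 endothelial genes, none passed over all genes in edgeR, 1 were at an unadjusted p under 0.05, and 0 were called by DESeq2 and 0 by limma-voom. Emcn, endomucin, was at 0.41, adjusted p = 0.16. The endothelial median of 0.03 had camera adjusted p = 0.94. Of 11 pericyte and smooth muscle genes, 1 rose, also adjusted over the list alone. It was Tagln, which overlaps Pcsk7 on the opposite strand (0.58, adjusted p = 0.044). The mural cell median of -0.29 had camera adjusted p = 0.60. Its mean was 0.01, opposite in sign. Of 8 Schwann cell and nerve genes, none passed over all genes in edgeR, 5 were at an unadjusted p under 0.05, and 2 were called by DESeq2 and 0 by limma-voom. Adjusted over the list alone, 1 rose among these 8. Sox10 was at 0.77, adjusted p = 0.063. The nerve median of 0.21 had camera adjusted p = 0.60. Of 5 red blood cell genes, none passed over all genes in edgeR, 0 were at an unadjusted p under 0.05, and 0 were called by DESeq2 and 0 by limma-voom. Hbb-bs, a beta-globin gene that has a near-identical copy, was at 0.72, adjusted p = 0.32. The red blood cell median of 0.50 had camera adjusted p = 0.26. Of 12 skeletal muscle genes, 1 rose and 1 fell, and 11 fell and 1 rose adjusted over the list alone. The riser was Mb. The skeletal muscle median of -3.66 had camera adjusted p = 0.0053, and adjusted p = 0.66 with an estimated correlation. Of 18 immediate early genes, none passed over all genes in edgeR, 3 were at an unadjusted p under 0.05, and 1 were called by DESeq2 and 0 by limma-voom. Atf3 was at 2.03, adjusted p = 0.056. The immediate early median of 0.33 had camera adjusted p = 0.028, and adjusted p = 0.66 with an estimated correlation. The immediate early median became 0.96 without WT library 2, 0.21 without KO library 2, and 0.56 without KO library 4. Of 16 circadian clock genes, 2 fell and 1 rose, and 3 fell and 1 rose adjusted over the list alone. Nfil3, a repressor of clock-driven transcription, rose at 1.17, adjusted p = 0.0092. The clock median of -0.30 had camera adjusted p = 0.24. Of 86 cytosolic ribosomal protein genes, none passed over all genes in edgeR, 30 were at an unadjusted p under 0.05, and 6 were called by DESeq2 and 0 by limma-voom. The log2 fold change was positive for 80 of them. The cytosolic ribosome median of 0.26 had camera adjusted p = 8.18e-07, and adjusted p = 0.66 with an estimated correlation. The cytosolic ribosome median became 0.12 without KO library 3. Rps28, which overlaps Kank3 on the opposite strand, was at 0.36, adjusted p = 0.0505 and Rpl24 at -0.996, adjusted p = 0.0546. At 0.857 CPM in WT, the counts of Rpl24 are uncertain because processed copies share its sequence. Loxl1 and Nfil3 were under 0.05 with each library left out in turn. Col1a1 lost its call in each test but the ones without WT library 2 or KO libraries 2 or 3 (adjusted p up to 0.077), Pdgfra in each test but the ones without KO libraries 1, 2 or 3 (adjusted p up to 0.087), and Tagln in each test but the ones without KO libraries 2 or 3 (adjusted p up to 0.10). The skeletal muscle list lost its camera call without WT library 3 (adjusted p up to 0.13) and the immediate early list without WT libraries 1 or 3 or KO libraries 2 or 3 (adjusted p up to 0.17).

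The lists were set before the data were examined, and their camera calls rest on a preset correlation of 0.01 between the genes of a list. Some lists follow topics that the study reported from these same libraries, so their directions are not independent evidence. Besides pyroptosis these are thermogenesis, the respiratory chain, fatty acid and branched-chain amino acid breakdown, inflammation and oxidative stress. For thermogenesis the study reported a KEGG pathway as the most significantly lowered one. The thermogenic list used here is a different gene set, and its median of -0.06 did not pass (camera adjusted p = 0.36). With the preset correlation 25 of the 39 lists passed, 18 up and 7 down. With a correlation estimated from the 8 libraries none did, 1 being at an unadjusted p under 0.05. The rotation test fry, which asks whether a list's genes move one way on balance, called 10 lists.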

Values the study reported

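The study reported that Stx4a mRNA was reduced by approximately 90% in brown adipocytes purified from the knockout mice, as measured by RT-qPCR. For several pyroptosis genes, RT-qPCR of the tissue gave mRNA levels elevated 2- to 8-fold. At 2 months of age the interscapular brown fat was about 40% smaller in knockout mice. Bulk sequencing was done with n = 4 mice in each group.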

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

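The tests of the genes beside Ucp1, of macrophage against endothelial markers, of inflammasome against macrophage genes and of the adipocyte score were chosen only after the result was seen. Single libraries stood far from the other 3 of their group in 24 of 284 groups of 4 values, where chance gives about 1 in 20, or 14.2. Of these, 9 were in KO library 3 and 7 in WT library 1, with 3 in WT library 2, 2 each in KO library 2 and WT library 4, and 1 in WT library 3.

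KO library 3 was highest of its group for Casp1 at 13.6 CPM, Clec4d at 20.6, Il17re at 1.74, Il18 at 1.45 and Vcam1 at 16.8 CPM. It was also highest for the scores, in mean log2 CPM, of the inflammatory list at 3.09, the lysosome list at 7.34, the macrophage list at 4.92 and the T and NK cell list at 0.932. WT library 1 was highest for Elmod2 at 73.6 CPM, Hbb-bs at 398 and Suclg2 at 194 CPM, and lowest for Tagln at 16.4 CPM. Its scores of the adipocyte list, 10.2, the chaperone list, 5.63, and the mitochondrial dynamics list, 6.68, were the highest in WT. WT library 2 had the highest B2m at 689.7 CPM, the lowest Emcn at 20.3 CPM and the highest immediate early score at 4.36. KO library 2 was lowest for Gsdmd at 7.70 CPM and highest for the branched-chain amino acid score at 7.57. Nlrp1b was lowest in WT library 3 at 0.292 CPM, and Mrps31 at 40.6 CPM and Ndufb8 at 416 CPM were lowest in WT library 4.

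The rise of inflammasome genes coincided with the high values of KO library 3 and with higher macrophage markers. That KO library 3 alone made the rise is argued against, since 5 of the 6 called genes of the list were called without it, the exception being Gm12250 (adjusted p = 0.060), which was picked after its values were seen. A lower share of adipocyte RNA would raise all other cell types alike. Such a shift is argued against by a macrophage median 1.44 above the endothelial one on the log2 scale. The SDs of 0.947 and 0.201 are over list members and do not measure spread between mice. Over libraries, the macrophage score differed by 1.29 (SE 0.390) and the endothelial score by -0.0255 (SE 0.162) between KO and WT. More macrophage RNA in the tissue may account for the rise and stays open, because the inflammasome median differed from the macrophage one by -0.517. The study itself reported more macrophages in the knockout tissue by immunostaining, and higher mRNA of a macrophage marker by RT-qPCR. An effect of the genotype within brown adipocytes stays open in these libraries as well, since whole tissue does not separate cell types. The study addressed it with other data. It reported higher Casp1, Nlrp1b and Il18 mRNA in cultured brown adipocytes after loss of Stx4a. In cultured cells it also reported more cleaved Casp1 protein, more secreted Il18 protein and more cell death. That death was reduced by a caspase inhibitor that acts on Casp1, and by knockdown of Casp1. The study also reported higher pyroptosis markers in adipocyte nuclei low in Ucp1.

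Lists of mitochondrial fuel oxidation were lower in KO by camera at its preset correlation, while none passed with an estimated correlation. Less adipocyte RNA as the whole cause is argued against by the adipocyte score, which differed by 0.137 (SE 0.0774) between KO and WT where the tricarboxylic acid cycle score differed by -0.342. The choice of scaling as the cause is argued against by a tricarboxylic acid cycle median of -0.35 or lower under 3 other scalings. All 3 centre on the bulk of genes, with a median of all genes between 0.0023 and 0.021. An error shared by such scalings was therefore not tested. The adipocyte list also holds genes that other cells express, such as Lpl. An effect of the genotype on the mitochondrial genes of brown adipocytes remains a hypothesis that whole tissue does not test.

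The genes on either side of Ucp1, which were chosen after their values were seen, were higher in each KO library than in any WT library, while the next genes out, Scoc at -0.13 and Rnf150 at -0.54, were not. Elmod2 measured 73.6, 37.7, 35.6 and 34.4 CPM in WT libraries 1 to 4 and 79.9, 76.2, 91.3 and 87.6 CPM in KO (log2 fold change 0.89, adjusted p = 0.0502; 7.21e-04 without WT library 1, and 5.15e-05 to 0.13 over all alternatives), and Tbc1d9 was at 0.71 (adjusted p = 0.064). Extra copies of these genes carried by the Cre transgene could account for this but stay an open hypothesis, because the 1.28% of tested genes with neighbours as high on both sides cannot count for it when these neighbours were picked for being high. Called genes were not concentrated beside Stx4a. Within 5 Mb of it 133 genes were tested and 3 were called, or 0.307% of all calls (one-sided Fisher's exact p = 0.99). This argues against an excess of changed genes near the floxed allele. It cannot decide whether linked variants were the source of the changed genes at large, because the window holds few genes. Effects of such variants on distant genes were not tested, and WT mice with the floxed alleles may share them. The labels do not say which WT mice carried Cre, so an effect of the transgene without loss of Stx4a was not tested.

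Of the 35 splits of the 8 libraries into 4 and 4, only the real split reached the 627 genes higher in KO. The highest other split gave 5 genes in either direction, which is also below the 351 genes lower. Both counts come from the same 35 splits, where 1 in 35 is the smallest share possible. The other splits mix WT and KO libraries in both groups, which widens the spread and leaves few calls. The test therefore gives limited evidence against chance and does not exclude it. For the number of lists chance cannot be excluded, because 6 splits gave 25 or more and the highest other gave 29.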

How the results depend on the processing

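Leaving out both WT library 1 and KO library 3 and the skeletal muscle covariate were chosen only after the data were seen. The cause of the changes below was not tested, apart from the smaller number of libraries where some were left out. Genes higher and lower in KO numbered 1159 and 765 in DESeq2 and 94 and 55 with the muscle covariate. They ranged from 151 to 889 and from 107 to 652 with single libraries left out, fewest without WT library 4 and most without KO library 2. Under the other scalings, limma-voom and both filters the counts were within 1.5 times, and calls shared with the 978 numbered 976 with median-ratio factors and 790 without a filter. Of 58 named genes past the threshold, 23 passed under every alternative set in advance and 25 with each library left out. With single libraries left out the number passing ranged from 29, without WT library 3 or WT library 4, to 69, without KO library 2. It was 74 in DESeq2 and 23 with the muscle covariate. In no tested named gene did the sign differ under any alternative.

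Stx4a kept its direction and passed the threshold at -0.701 with median-ratio factors, at -0.705 in DESeq2 and at -0.967 without WT library 1 and KO library 3. With single libraries left out it ranged from -0.866 to -0.562, and passed without WT library 1 or KO library 3. With an estimated correlation 0 lists passed, where the medians were 0.0688 for oxidative stress, -0.203 for branched-chain amino acids, -0.262 for fatty acid oxidation, 0.706 for inflammation, 1.48 for macrophages, -0.161 for the respiratory chain and 0.958 for pyroptosis. Fry called 10 lists. Among the topics of the study it did not call oxidative stress (0.0688), branched-chain amino acids (-0.203), inflammation (0.706) or macrophages (1.48). The thermogenic list (-0.0640), which camera did not call either, was also not called by fry. The oxidative stress list was also lost in limma-voom (0.0657), and its median ranged from 0.0108 to 0.150 with single libraries left out. The branched-chain list was lost at -0.152 without WT library 1 and KO library 3. With the muscle covariate the direction of the camera test turned for the immediate early list (median 9.33e-04) and the skeletal muscle list (0.480), which the covariate is made from. Medians near 0, such as those of the adipocyte, endothelial and exocytosis lists, changed sign under some alternatives, and the thermogenic median was 0.00475 without both libraries. Lists were not tested with DESeq2. Counts limited Nlrp3, at 4 to 18 per library.

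The replicate numbers were checked for pairing. Deviations of libraries with the same number correlated at -0.270 to 0.0947, and 1 WT library correlated best with its own number, so the numbers were not taken as pairs. With the replicate block 213 genes were higher and 109 lower, and 34 named genes passed.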

Other observations

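Apart from Stx4a, the genes below were chosen only after their values were seen. The 10 genes with the smallest p outside the rule for named genes were each under 0.05 in every alternative run. Smoc2, a matrix-associated calcium-binding protein, fell from 25.4 ± 2.35 to 5.28 ± 1.11 CPM (SD, n = 4; log2 fold change -2.26, edgeR adjusted p = 3.36e-04). Mapt, the microtubule-binding protein tau, fell at -1.77, Fbp2, the muscle-type fructose bisphosphatase, at -1.72, Svip at -1.69, and Angpt1, the vascular growth factor angiopoietin 1, at -1.34. Emb, embigin, rose from 1.59 ± 0.198 to 8.11 ± 0.967 CPM (2.34, adjusted p = 3.36e-04). Hcn2, a hyperpolarization-activated ion channel, rose from 3.67 ± 0.571 to 23.6 ± 7.18 CPM (2.69). Gpc1, a glypican, rose at 1.61, Tpcn2, a lysosomal cation channel, at 1.33, and Got1, the cytosolic aspartate aminotransferase, at 1.23.

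Other called members of the lists were also picked in this way, and their calls were not examined with libraries left out. In the respiratory chain and ATP synthase list Atp5g1 rose (1.17), while Cox5a (-0.40), Sdhc (-0.36) and Atp5a1 (-0.39) fell. Atp5g1 measured 6.52 CPM in WT, against 165 for Atp5g2 and 274 for Atp5g3, and is uncertain if near-identical copies share its reads. Dlat (-0.55) and Pdhb (-0.54), which encode further parts of pyruvate dehydrogenase, fell, as did Fasn, fatty acid synthase (-0.77). The oxidative stress list held Ncf4 (1.73) and Cybb (1.57), both of the phagocyte NADPH oxidase. Mlkl (1.01) and Ripk3 (1.01), of necroptosis, and Apaf1 (0.60) rose in the cell death list, and Slc3a2 (0.96), Phgdh (1.30) and Slc7a5 (1.31), of amino acid uptake and serine synthesis, in the integrated stress response list. Atp6v0d2, a proton pump subunit of the lysosome, rose at 3.90 and Ctsa at 0.62. Fabp5 (1.52), Bmper (1.13) and Cd34 (0.62) rose in the adipocyte and fibroblast lists, and Cry2 (-0.52), Nr1d1 (-0.52) and the muscle gene Neb (-1.58) fell.

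Cd163, a receptor of resident macrophages, had a log2 fold change of -1.25 and missed the threshold (adjusted p = 0.11). With single libraries left out it ranged from -1.82 to -1.05. It passed in DESeq2 (0.025), without KO library 3 (0.010), and without both WT library 1 and KO library 3 (0.010), and its adjusted p was up to 0.24 in the other alternatives.

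Stx4a mRNA was 38.5% lower in KO whole tissue, with 20.5% to 52.4% at 2 standard errors either side. It missed the threshold over all genes (edgeR adjusted p = 0.0512, unadjusted p = 0.0035, exact permutation p = 0.057). The reduction of 38.5% is smaller than the one quoted from the study above, which was measured in purified brown adipocytes.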
